A study of Homo sapiens with 12 samples. Its data were reported in "MEIS-mediated suppression of human prostate cancer growth and metastasis through HOXB13-dependent regulation of proteoglycans" (2020).

How the data were processed

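Gene expression was measured by RNA-seq in derivatives of CWR22Rv1, an established human prostate cancer cell line. The 12 libraries fall into 4 groups of 3 replicates: Control cells, cells with lentiviral MEIS1 (LV-MEIS1), cells in which HOXB13 was targeted with CRISPR/Cas9 (HOXB13ko), and HOXB13ko cells with lentiviral MEIS1 (HOXB13ko-LV-MEIS1). Groups and replicate numbers were taken from the sample labels. Each genotype is represented by a single derived line or pool, so the replicates measure the spread between cultures of that line and not the spread between independently derived lines.

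The deposited values are CPM, read counts scaled to the library size. To make them, the authors trimmed single-end reads of 50 bp with Trimmomatic, assigned them to Ensembl transcripts of GRCh38 with kallisto, summed the estimated transcript counts to genes with tximport, removed genes with few counts, and normalised the libraries in edgeR. The library strand was not used in that step, and reads that match several transcripts were divided between them, so values of overlapping genes and of near-identical copies are uncertain. Each file lists 13993 rows by gene symbol and gives no gene identifier. The 42 rows that repeated an earlier row exactly, in symbol and in all values, were left out so that each gene counted once, and 13951 genes were analysed. The CPM of these genes summed to between 940564 and 992328 per library.

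Sequencing depth is not stated in the files. Steps between low CPM values gave estimates between 17200000 and 28700000 reads per library. Between 47.9% and 61.1% of the values under 1 CPM lay near whole multiples of that step, because the estimated counts are not whole, and reads were therefore not recovered and no count model was fitted. At these depths, 3 reads correspond to between 0.105 and 0.175 CPM, and values at or below that level carry little information.

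All tests used log2(CPM + 0.5), and every fold change is on that scale, which understates the change of genes with low CPM. Linear models were fitted in limma 3.58.1 (R 4.3.3) with one mean per group over the 12 libraries and no replicate term. Genes were called with limma's treat method against a fold change of 1.5 with a trended prior and a Benjamini-Hochberg adjusted p-value under 0.05 over all genes tested. This follows the threshold of the authors' test, which was run on counts in edgeR. The contrasts were LV-MEIS1 against Control, HOXB13ko against Control, HOXB13ko-LV-MEIS1 against HOXB13ko, and the difference between the first and the last of these, called the difference of the MEIS1 effects. Adjusted p-values called "eBayes" come from limma's test against no change.

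Genes were named by a rule: a fixed panel of genes that the study discusses, and for each contrast the 3 called genes with the highest and the 3 with the lowest log2 fold change among those with a mean of at least 1 CPM, where in pairwise contrasts all replicates of one group lay above or below those of the other. MEIS2, a panel gene, is not listed in the files and was not analysed here, and 1 other panel gene is not reported. The 4 gene sets (proteoglycan core proteins, androgen response genes, S phase genes and G2/M genes) were tested in 3 contrasts with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 tests. The list of genes that the study prioritised was examined separately. These sets, the naming rule, the tests and the alternatives were fixed before the data were examined.

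The alternatives were pseudocounts of 0.1 and 1, a minimum mean of 1 CPM, 3 other scalings of the libraries (to an equal sum, by median of ratios, and by quantiles), a replicate term, tests without the fold change threshold or with it applied afterwards, an adjusted p-value under 0.01, a fit of only the 6 libraries compared, other set tests, and leaving out each library in turn. The scalings moved the median log2 fold change of all genes by at most 0.039. On simulated data with 200 changed genes among 13951, the test called 100% of genes changed 4-fold, 68% of genes changed 2-fold and 0 unchanged genes.

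Gene positions, GC content and length came from the GENCODE annotation of GRCh38, matched by symbol for 13667 genes (98.0%), 460 of them through an older symbol. The list of neuronal genes and the search for runs of neighbouring genes were added after the data were examined. The search took the median log2 fold change in windows of 15 neighbouring genes with a mean of at least 5 CPM, kept windows beyond the largest median in 1000 shuffled gene orders, and refined their ends. On simulated data it recovered 60 of 60 genes of a shifted run and found 0 runs without one. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.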

Results

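RNA-seq values were available for 12 libraries of CWR22Rv1 derivatives, 3 from each of the Control and LV-MEIS1 lines and from each of the matching lines labelled HOXB13ko, and cells were cultured for 48 h. MEIS1 and HOXB13 encode homeodomain transcription factors, and the design asks which effects of exogenous MEIS1 on expression depend on HOXB13. Values for 13951 genes are the CPM as deposited, and step-based depth estimates ranged from 17200000 to 28700000 reads per library. Correlations of log2 values across genes between replicates of a group ranged from 0.990 to 0.995, and the highest correlation between libraries of different groups was 0.994. The first principal component held 53.3% of the variance and the second held 20.1%. The 10 most abundant genes took between 5.87% and 7.83% of the listed CPM in each library, and between 0 and 11 genes per library were listed at 0.

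HOXB13 mRNA, the target of the knockout, was examined first (ENSG00000159184, GRCh38 chromosome 17, 48724763 to 48728750). In the 3 Control libraries it was 185, 215 and 187 CPM, and in the LV-MEIS1 libraries it was 152, 150 and 151 CPM. The libraries labelled HOXB13ko had 347, 326 and 307 CPM, and those labelled HOXB13ko-LV-MEIS1 had 326, 361 and 375 CPM. The mRNA level was therefore higher, not lower, in the libraries labelled HOXB13ko, with a log2 fold change of 0.74 ± 0.07 (SE, n = 3 per group) against Control. This change did not pass limma's treat threshold (adjusted p = 0.808), and its eBayes adjusted p was 2.1e-06. The study describes the protein as lost in its knockout cells by western blot. The mRNA level alone neither shows nor excludes the knockout, because gene-level CPM cannot show whether a transcript is edited or translated. Contrasts with these libraries are given by label. HOXB13 was the most abundant of the 27 HOX genes listed in 12 of 12 libraries.

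MEIS1 (ENSG00000143995, chromosome 2, 66433452 to 66573869) was 4.25 ± 0.20 CPM (SD, n = 3) in Control and 47.4 ± 1.96 CPM in LV-MEIS1. It was 3.56 ± 0.12 CPM in the libraries labelled HOXB13ko and 29.7 ± 0.36 CPM in those labelled HOXB13ko-LV-MEIS1. Its log2 fold change was 3.33 in LV-MEIS1 against Control and 2.90 in HOXB13ko-LV-MEIS1 against HOXB13ko, each ± 0.07 (SE), with limma treat adjusted p-values of 3e-12 and 9.6e-11. The exogenous level was not equal in the pair of MEIS1 lines. HOXB13ko-LV-MEIS1 lay below LV-MEIS1 in all replicates, with a log2 fold change of -0.66 ± 0.07 (SE), a 1.58-fold lower level (exact two-sided permutation p = 0.10, the smallest that 3 against 3 libraries can give). The increase in MEIS1 CPM between the lines labelled HOXB13ko was 0.607 of the increase over Control.

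**Figure D1:**
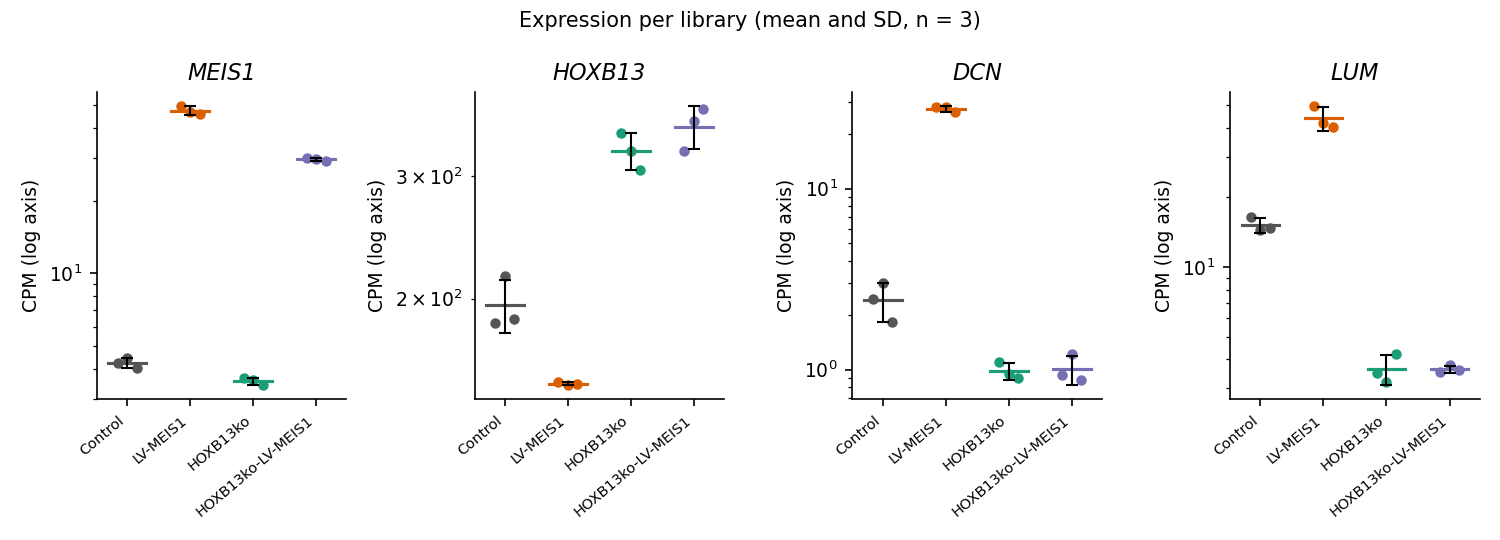
CPM of MEIS1, HOXB13, DCN and LUM on log axes in the 4 groups. Points are the 3 libraries of each group, coloured lines their mean and black bars the SD; DCN and LUM are higher in LV-MEIS1 than in Control and do not differ between HOXB13ko and HOXB13ko-LV-MEIS1.

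The comparison of LV-MEIS1 with Control asks which genes change when MEIS1 is expressed in cells not targeted at HOXB13. The study describes its lentiviral control as encoding Cas9 and does not state whether LV-MEIS1 cells carry it. Differences of vector or derivation between these lines are therefore not separated from the effect of MEIS1. In total, 557 of 13951 genes were called, 244 higher and 313 lower. At an unadjusted treat p under 0.05 there were 906 genes. The count was most affected by the test: limma's eBayes against no change called 6207 genes, and the other settings with the fold change threshold in the test gave between 425 and 608. All replicates of one group lay above or below those of the other for 51.3% of all genes, against 10% by chance. The largest increases among genes named by the fixed rule were CNTN1, from 0.592 ± 0.19 to 14.9 ± 0.52 CPM (SD), MEIS1 and DCN. The largest decreases were NMNAT2, from 43.5 ± 2.07 to 0.935 ± 0.36 CPM, HBA2 and SEZ6. HBA2 had 13.3, 14.0 and 17.5 CPM in Control and was listed at 0, 0.0469 and 0 CPM in LV-MEIS1, which is below the value of 3 reads, and it is nearly identical to HBA1, so its value is uncertain. SEZ6 fell from 13.1 ± 2.33 to 0.213 ± 0.10 CPM, and it overlaps PIPOX on the opposite strand.

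DCN (ENSG00000011465, chromosome 12, 91140484 to 91183217), which encodes the proteoglycan decorin, rose from 2.43 ± 0.58 CPM in Control to 27.6 ± 1.00 CPM in LV-MEIS1 (SD, n = 3), a log2 fold change of 3.28 ± 0.15 (SE, limma treat adjusted p = 5.6e-09). LUM (ENSG00000139329, chromosome 12, 91102629 to 91111494), encoding lumican, rose from 15.2 ± 1.07 to 43.9 ± 5.04 CPM, a log2 fold change of 1.498 ± 0.109 (adjusted p = 2.5e-05). TGFBR3 rose by 0.70 ± 0.12 on the log2 scale, which passed limma's eBayes test (adjusted p = 3.7e-04) and not treat (adjusted p = 1). ITGB1 rose by 0.45 ± 0.05, also only past eBayes (adjusted p = 8e-06). CDKN1A changed by -0.68 ± 0.06 (eBayes adjusted p = 8.2e-07), MYC by -0.66 ± 0.07 (2.7e-06) and EGFR by -0.34 ± 0.08 (0.0027), and none of them passed treat.

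The comparison of the libraries labelled HOXB13ko with Control addresses what changed with the knockout label alone. It called 197 genes, 91 higher and 106 lower, and 378 genes had an unadjusted treat p under 0.05. The largest increases were ITM2C, from 86.0 ± 5.85 to 847 ± 48.1 CPM, SLC7A5, from 215 ± 19.03 to 1726 ± 127 CPM, and ANO1, from 0.724 ± 0.18 to 6.61 ± 0.48 CPM (SD, n = 3). The largest decreases were TARP, from 21.8 ± 2.36 to 2.06 ± 0.36 CPM, HBA2, to 1.46 ± 0.49 CPM, and CHRNB2, from 12.1 ± 0.70 to 1.31 ± 0.08 CPM. TARP lies within the T cell receptor gamma locus, whose segments share sequence with it, and its value is uncertain. LUM was lower in the libraries labelled HOXB13ko, at 3.62 ± 0.53 CPM, a log2 fold change of -1.93 ± 0.11 (SE, limma treat adjusted p = 1.6e-06). DCN changed by -0.96 ± 0.15, which passed limma's eBayes test (adjusted p = 3.5e-04) and not treat (adjusted p = 0.612). CDKN1A rose by 0.54 ± 0.06 and EGFR by 0.57 ± 0.08, also only past eBayes (adjusted p = 2.1e-05 and 9.7e-05). MYC changed by -0.02 ± 0.07 (eBayes adjusted p = 0.821). As HOXB13 mRNA itself was higher in these libraries, the directions describe the labelled lines and not a measured loss of the transcript.

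The comparison of HOXB13ko-LV-MEIS1 with HOXB13ko repeats the MEIS1 comparison in the lines carrying the knockout label. MEIS1 itself was the 1 gene called, and 9 genes had an unadjusted treat p under 0.05. All replicates of one group lay above or below those of the other for 21.1% of all genes. This share is above that given by chance, and it was 51.3% in LV-MEIS1 against Control. Before adjustment, 2070 of 13951 genes had a p under 0.05 in limma's eBayes test against no change. Small differences between these lines may therefore extend beyond MEIS1, and their cause was not tested. With limma's eBayes against no change, 7 genes passed: MEIS1, SYT4 and TMX4 were higher and AFAP1-AS1, ALB, C1QTNF3-AMACR and TENM2 were lower, of which SYT4 and TMX4 changed by less than 1.5-fold. Of these, SYT4, TMX4, AFAP1-AS1, ALB and TENM2 were named after their values were seen. ALB went from 45.7 to 27.5 CPM and TENM2 from 6.89 to 3.82 CPM. DCN was 0.981 ± 0.10 CPM in the libraries labelled HOXB13ko and 1.01 ± 0.19 CPM in those with MEIS1 added, and LUM was 3.62 ± 0.53 and 3.63 ± 0.13 CPM. Their log2 fold changes of 0.02 ± 0.15 and 0.01 ± 0.11 (SE) were within the spread of the replicates. TGFBR3 changed by -0.18 ± 0.12 and ITGB1 by 0.12 ± 0.05, and neither passed limma's eBayes test (adjusted p = 0.513 and 0.296).

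Across the 557 genes called in LV-MEIS1 against Control, 50.99% had the same sign in HOXB13ko-LV-MEIS1 against HOXB13ko. The median size of their log2 fold change was 1.33 in the first contrast and 0.098 in the second, and the median ratio of the second to the first was 0.0034. Selecting genes on the first contrast inflates its size. With one replicate of Control and of LV-MEIS1 held out of the selection and used for the ratio, the median ratio was 0.0012, 0.0082 and 0.0099 in turn. The correlation of the paired effects across all genes was -0.04, where genes are not independent replicates. Apart from MEIS1, the largest change among the 557 genes in the lines labelled HOXB13ko was 0.91.

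The difference of the MEIS1 effects was also tested directly. It called 409 genes, 183 with a more positive effect in LV-MEIS1 against Control and 226 with a more negative one, and 381 of the 557 genes were among them. At an unadjusted treat p under 0.05 there were 860 genes. The difference in log2 fold change was 3.26 ± 0.22 for DCN (SE, limma treat adjusted p = 7.6e-07) and 1.49 ± 0.15 for LUM (adjusted p = 0.0014). For TGFBR3 it was 0.88 ± 0.17 and for ITGB1 0.33 ± 0.07. Both passed limma's eBayes test (adjusted p = 0.0016 and 0.0036) and not treat. The highest differences were those of CNTN1, C1QTNF3-AMACR and GABBR1, and the lowest were those of HBA2, NMNAT2 and CHRNB2. C1QTNF3-AMACR is a readthrough gene on the strand of AMACR and C1QTNF3 and shares their exons. It was listed at 0.105, 0 and 0 CPM in HOXB13ko-LV-MEIS1, and its value is uncertain.

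**Figure D2:**
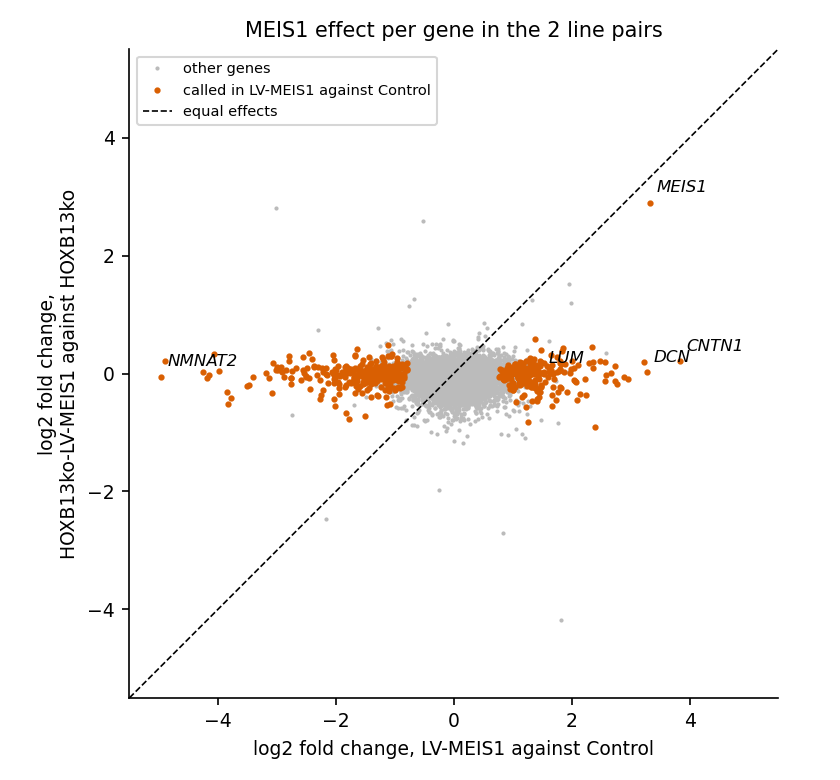
Log2 fold change of each of 13951 genes in LV-MEIS1 against Control (horizontal axis) and in HOXB13ko-LV-MEIS1 against HOXB13ko (vertical axis), with the 557 genes called in the first contrast in orange and a dashed line of equal effects. The orange genes spread along the horizontal axis and lie near 0 on the vertical axis, and MEIS1 lies near the dashed line.

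The study prioritised 157 genes by MEIS1 binding and by their change between Control and LV-MEIS1, and all 157 were listed. In LV-MEIS1 against Control, 128 were called over all genes tested and 156 when adjusted over the list alone. Because the list was chosen on these libraries, that count is not independent evidence. In HOXB13ko-LV-MEIS1 against HOXB13ko, 1 gene (MEIS1) was called over all genes and 1 when adjusted over the list alone. The median log2 fold change of the list there was -0.01, and 81 genes (51.6%) had the sign of the first contrast. In the difference of the MEIS1 effects, 92 genes were called over all genes and 136 when adjusted over the list alone. LV-MEIS1 against Control is part of this difference, so these counts are not independent evidence either. Between the libraries labelled HOXB13ko and Control, 20 were called over all genes and 31 when adjusted over the list alone.

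Of 54 proteoglycan core proteins, 26 (48.1%) were listed, so the set is only partly covered. In LV-MEIS1 against Control, 15 of the 26 were higher and 7 were called, with a median log2 fold change of 0.12 (limma camera adjusted p = 0.391). The median was -0.09 in HOXB13ko against Control (adjusted p = 0.338) and 0.03 in HOXB13ko-LV-MEIS1 against HOXB13ko (adjusted p = 0.434). In LV-MEIS1 against Control, 557 of all 13951 genes were called, and camera asks only for a shared shift in 1 direction. Limma's fry, which tests the set without reference to other genes, passed in LV-MEIS1 against Control (adjusted p = 5.6e-05) and in HOXB13ko against Control (adjusted p = 0.0046). Of 25 androgen response genes, 21 were listed, with a median of -0.35 in LV-MEIS1 against Control (adjusted p = 1.7e-04, 5 of 21 higher) and 0.18 in HOXB13ko against Control (adjusted p = 0.011, 16 of 21 higher). Between the lines labelled HOXB13ko their median was 0.04 (adjusted p = 0.273).

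The 43 S phase genes had medians of -0.09 in LV-MEIS1 against Control (camera adjusted p = 0.147), -0.06 in HOXB13ko against Control (adjusted p = 0.038) and 0.07 in HOXB13ko-LV-MEIS1 against HOXB13ko (adjusted p = 0.0099). The last was 0.0887 without replicate 1 of HOXB13ko-LV-MEIS1, and that of HOXB13ko against Control was 0.266 without replicate 1 of Control. The 54 G2/M genes had medians of 0.09 (adjusted p = 0.038, 42 of 54 higher), 0.22 (adjusted p = 2.6e-09, 47 higher) and 0.09 (adjusted p = 2.9e-07, 46 higher) in the same order. The first of these was lost without either of 3 single libraries, with an adjusted p of up to 0.0704. No gene of either cell cycle set was called in these contrasts. With a correlation estimated from the data, none of the camera results for the 4 sets held (lowest adjusted p = 0.076). With fry, the results for androgen response genes, for G2/M genes and for S phase genes in HOXB13ko against Control held, and the one for S phase genes between the lines labelled HOXB13ko did not.

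Genes called lower in LV-MEIS1 against Control were examined by position, after the data had been seen. On chromosome 15 of GRCh38, 112 neighbouring genes with a mean of at least 5 CPM between 74954418 (RPP25) and 101724473 (TARSL2) had a median log2 fold change of -0.58, and 108 of them (96.4%) were lower. The other 256 genes of the chromosome had a median of 0.05. All 3 LV-MEIS1 libraries lay below all 3 Control libraries for 90.2% of the 112 genes, against 26.04% of all genes at this level. The median of the same genes was 0.11 in HOXB13ko against Control and 0.01 in HOXB13ko-LV-MEIS1 against HOXB13ko. A second run of 12 genes on chromosome 19, between 3630183 (PIP5K1C) and 4224814 (ANKRD24), had a median of -0.90 with all 12 lower. Of the 313 genes called lower, 31 (9.90%) lay in these 2 runs, which hold 152 (1.09%) of the listed genes, and 526 called genes lay outside them. MESP1 and SIRT6 of the prioritised list lie in the runs, and both were lower.

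**Figure D3:**
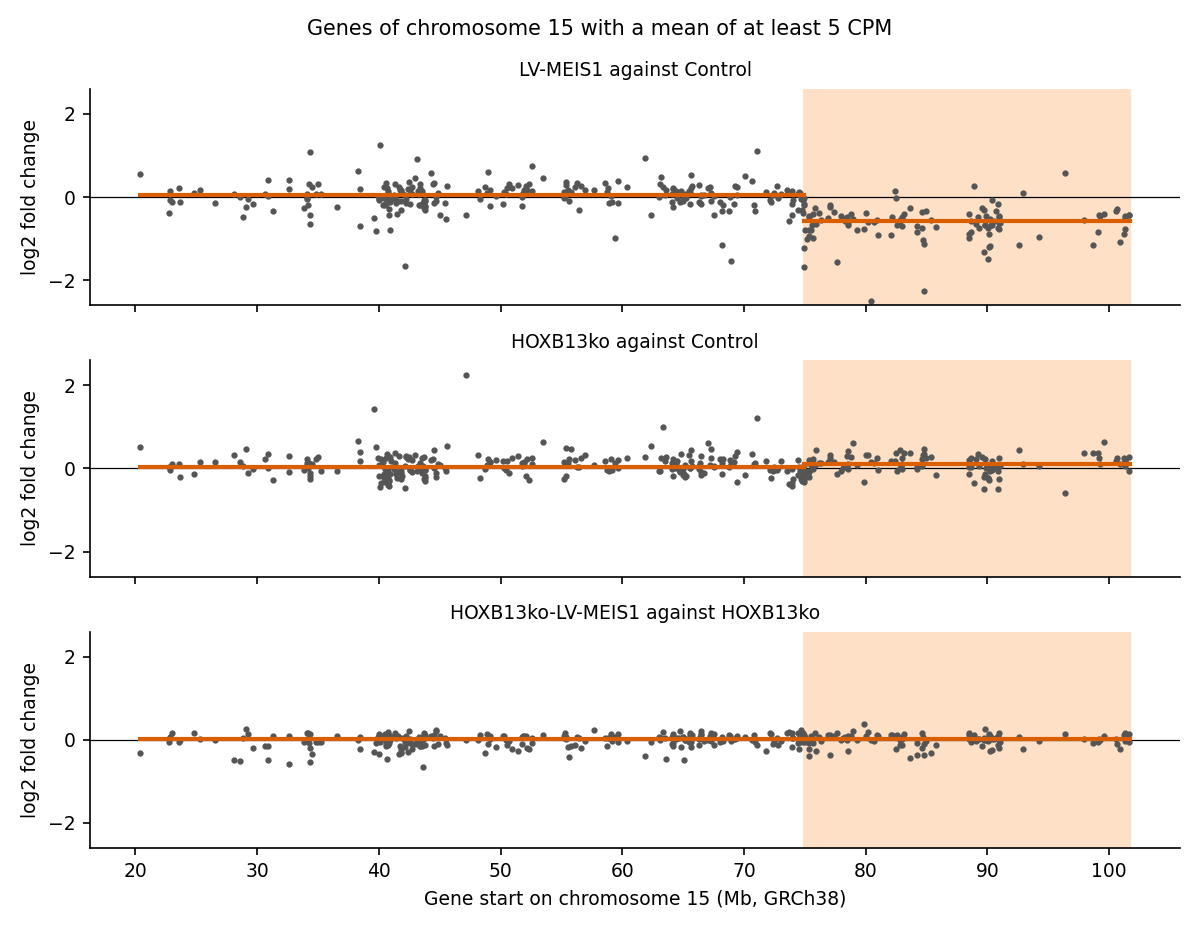
Log2 fold change of 368 genes of chromosome 15 with a mean of at least 5 CPM against gene start in Mb (GRCh38) for 3 contrasts, with values beyond 2.5 either way drawn at that limit. Shading marks 74.95 to 101.72 Mb and orange lines the medians inside and outside it; in LV-MEIS1 against Control the shaded genes have a median of -0.58.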

Values the study reported

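The study reported 745 differentially expressed genes in CWR22Rv1-LV-MEIS1 cells against controls, with a fold change over 1.5 and an FDR under 0.05. It counted 186 of these as direct MEIS1 targets and set aside 29 that MEIS1 also bound in the knockout, which left 157 prioritised genes. For DCN it gave a fold change of 11.38, for LUM one of 2.88 and for TGFBR3 one of 1.67.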

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

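The tests of GC content and gene length and of the proportion between effect and MEIS1 level were chosen after the results were seen, and the remaining tests in this part were chosen before.

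The MEIS1 effect differed between the line pair without the knockout label and the pair labelled HOXB13ko, by a direct test of the difference between the effects. In that test 409 genes were called, and TGFBR3 and ITGB1 were not among them. For DCN the difference in log2 fold change was 3.26, for LUM 1.49, for CNTN1 3.62, for GABBR1 3.30, for NMNAT2 -4.91 and for CHRNB2 -4.39. HBA2 (-5.10) and C1QTNF3-AMACR (3.53) also passed, but both include a group at or below the value of 3 reads, and reads shared with HBA1 or AMACR make them uncertain. The sizes of genes with low CPM depend on the pseudocount. With pseudocounts of 0.1 and 1, the difference was -7.29 and -4.13 for HBA2, 5.61 and 2.62 for C1QTNF3-AMACR, -5.63 and -3.64 for CHRNB2, -5.39 and -4.49 for NMNAT2, 4.25 and 3.14 for CNTN1, and 3.82 and 2.97 for GABBR1, and all of them were called with either. GABBR1 varied most between libraries, from 2.70 without replicate 3 of HOXB13ko-LV-MEIS1 to 3.84 without replicate 2.

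Of 100 drawn splits of the 12 libraries into 4 groups of 3, 2 gave as many genes as the real one, which is counted among them. The other split gave 532 genes. It combined the 6 libraries with the knockout label against the 6 without it, so it measured the contrast between the lines and not another interaction. For the pairwise contrasts, 1 of 10 splits gave as many genes in LV-MEIS1 against Control, 1 of 10 in HOXB13ko against Control and 1 of 10 in HOXB13ko-LV-MEIS1 against HOXB13ko, the real split each time, which is the smallest share 10 splits allow. The other splits called 0 genes.

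Trends of each library with GC content or gene length were examined for 13658 genes (97.9%). After each library's trend was removed, 426 genes were called in the difference and 355 of them had been called before, which argues against such trends as the whole cause. The scalings tried gave between 393 and 423 genes. HOXB13ko-LV-MEIS1 held less MEIS1 mRNA than LV-MEIS1 (log2 fold change -0.66), and this lower level could contribute. MEIS1 itself rose by 2.90 on the log2 scale in the pair labelled HOXB13ko and by 3.33 in the other pair. If log2 effects simply followed the increase in MEIS1 CPM, their median ratio would lie near 0.607, the ratio of the increases. It was 0.0034, with an SD of 0.0099 over the 3 HOXB13ko-LV-MEIS1 libraries. This argues against proportional effects. A threshold between both MEIS1 levels cannot be told apart from a dependence on HOXB13, because no line with an intermediate level was sequenced and each genotype is 1 line or pool.

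A dependence on HOXB13 protein, which the design was built to test, remains an open explanation. The study describes HOXB13 protein as lost in its knockout cells by western blot. The RNA values analysed here cannot test the protein, and HOXB13 mRNA was higher in the libraries labelled HOXB13ko. The study made HOXB13ko-LV-MEIS1 by infecting the HOXB13ko line, so that pair is a line and its derivative. It does not describe LV-MEIS1 as derived from Control. Differences between Control and LV-MEIS1 that do not come from MEIS1 would also enter the test of the difference, and they were not separated. The runs of neighbouring genes on chromosomes 15 and 19 that were lower in LV-MEIS1, whose origin is open, hold 22 of the 409 genes.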

How the results depend on the processing

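With the fold change threshold inside the test, the count in LV-MEIS1 against Control stayed between 425 and 608 genes over the settings other than eBayes, and the fits without one library gave 471 to 532. Under median-of-ratios scaling, 554 of the 557 genes remained, and under quantile normalization 527. Tests without that threshold gave more genes: eBayes against no change called 6207 genes in LV-MEIS1 against Control, 4590 in HOXB13ko against Control, 7 in HOXB13ko-LV-MEIS1 against HOXB13ko and 4771 in the difference of the MEIS1 effects. Requiring a fitted fold change over 1.5 after eBayes gave 1636, 806, 5 and 1858 genes. These increases follow from the tests themselves, as treat asks for evidence that the change exceeds 1.5-fold. An adjusted p under 0.01 left 272 genes in the difference, as a stricter threshold must leave fewer.

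In HOXB13ko-LV-MEIS1 against HOXB13ko, 2 genes were called with a pseudocount of 0.1, with the replicate block and with only the 6 libraries compared, MEIS1 and C1QTNF3-AMACR each time. The second is near 0 CPM in HOXB13ko-LV-MEIS1. The 6 fits without one library each called 1 gene. Replicate numbers did not pair the libraries: of 18 pairs with the same number, 2 had deviations correlated above 0.1 (r from -0.21 to 0.15). With the replicate block, 522, 166 and 356 genes were called in LV-MEIS1 against Control, HOXB13ko against Control and the difference, and no other result crossed its threshold.

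The share of the called genes with the same sign in the lines labelled HOXB13ko ranged from 48.4% to 53.6% over the 12 fits without one library. The median ratio of the effects ranged from -0.0060 to 0.0088. The median log2 fold change of the prioritised list in HOXB13ko-LV-MEIS1 against HOXB13ko was -0.0314 after rescaling to an equal sum and 0.0322 after quantile normalization, so its sign has no meaning, and 1 gene of the list was called in each of those fits.

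The gene sets depended most on the test. With a correlation estimated from the data, adjusted p-values rose to 0.0759 for androgen response genes in LV-MEIS1 against Control (range over settings 1.8e-07 to 0.0759) and to 0.209 in HOXB13ko against Control (2.1e-04 to 0.209). They rose to 0.444 for S phase genes in HOXB13ko against Control (0.0189 to 0.444) and in HOXB13ko-LV-MEIS1 against HOXB13ko (0.0075 to 0.444). For G2/M genes they rose to 0.444 in LV-MEIS1 against Control (0.0039 to 0.444) and to 0.0759 in both other contrasts (from 1.8e-09 and 2.4e-07). With fry, proteoglycan core proteins passed in LV-MEIS1 against Control (adjusted p = 5.6e-05, up to 0.444 elsewhere) and in HOXB13ko against Control (0.0046, up to 0.444), and S phase genes between the lines labelled HOXB13ko did not (0.168). Fry asks whether the members shift in a shared direction, without reference to other genes, and camera whether they shift relative to other genes. Quantile normalization gave 0.0992 for that S phase result, and the cause was not tested.

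Without one library, the adjusted p of S phase genes ranged from 0.0086 to 0.266 in HOXB13ko against Control, where it was lost without replicate 1 of Control or replicate 1 or 2 of HOXB13ko. In HOXB13ko-LV-MEIS1 against HOXB13ko it ranged from 6.5e-04 to 0.0887 and was lost without replicate 1 of HOXB13ko-LV-MEIS1. For G2/M genes in LV-MEIS1 against Control it ranged from 0.0169 to 0.0704 and was lost without replicate 1 of Control or replicate 1 or 2 of LV-MEIS1.

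The alternatives were run for the reported panel genes and for the other genes in the contrast for which the rule named them, and not for genes named after their values were seen. Among those run, the changes of sign were of panel genes with effects near 0. In HOXB13ko-LV-MEIS1 against HOXB13ko, LUM and CDKN1A were -0.0094 and -0.0089 after rescaling to an equal sum, and CDKN1A was -0.0052 after quantile normalization. Over fits without one library, LUM ranged from -0.0687 to 0.110, DCN from -0.0777 to 0.0858 and CDKN1A from -0.0186 to 0.0423 in HOXB13ko-LV-MEIS1 against HOXB13ko. MYC ranged from -0.0601 to 0.0373 in HOXB13ko against Control. No other panel gene reported here changed sign or its side of the threshold in these fits, nor did the other genes in the contrast for which the rule named them. The planned count model was not run, since whole reads were not recovered, and depth limits values under about 0.175 CPM, which 3 reads are worth in the shallowest library.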

Other observations

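The tests in this part were chosen after the results were seen, as were the neuronal list and the search by position.

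Expression over distal 15q was lower in LV-MEIS1. In the 112 genes from RPP25 to TARSL2 the median log2 difference from the Control mean was -0.57, -0.56 and -0.63 in the 3 LV-MEIS1 libraries, and between 0.09 and 0.13 in the 6 libraries labelled HOXB13ko or HOXB13ko-LV-MEIS1. Trends with GC content or gene length do not account for it, as the run's median was -0.58 before each library's trend was removed and -0.63 after. Scaling of the libraries does not either: under quantile normalization the run lay at -0.66 relative to the rest of the chromosome. A candidate explanation is a lower DNA copy number of this segment in the LV-MEIS1 line. The run reaches the last listed gene of the chromosome, and its median of -0.58 lies near the log2 ratio of 2 copies to 3, which is -0.58. Genes of the segment with a mean of 1 to 5 CPM had been held out of the search. Their median was -0.25, with 19 of 27 lower, and 10000 random draws of as many genes at that level gave a one-sided permutation p of 0.0081 for a median this low. The held-out median is smaller in size than that of the run, and the pseudocount accounts for part of that in low genes. The values analysed here include no DNA measurement, so a regional change in transcription remains open. The shorter run of 12 genes on chromosome 19 had medians between -1.02 and -0.74 in the LV-MEIS1 libraries, and its median was -0.72 after the trends were removed.

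If the 2 runs come from a change in the LV-MEIS1 line, the genes in them may differ between LV-MEIS1 and Control for a reason other than MEIS1. As the main source of decreased genes they are excluded, because 31 of the 313 genes called lower lie in them. In HOXB13ko against Control the search found 1 run, 28 genes of the protocadherin clusters on chromosome 5 with a median of 0.46. Against the same Control libraries, their median was 0.31 in LV-MEIS1 and 0.43 in HOXB13ko-LV-MEIS1, so the shift was not specific to HOXB13ko. Some genes of these clusters share exons, so the division of reads between those genes is uncertain. In HOXB13ko-LV-MEIS1 against HOXB13ko it found 0 runs.

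Several of the most decreased genes in LV-MEIS1 and in HOXB13ko, among them NMNAT2, SEZ6 and CHRNB2, are known for expression in neurons. A list of 73 neuronal and neuroendocrine genes was written without the genes already named, and 41 of them (56.2%) were listed, so it is only partly covered. Of these, 1 is also among the prioritised genes. Its median log2 fold change was -0.43 in LV-MEIS1 against Control (limma camera adjusted p = 7.7e-08, 11 of 41 higher) and -0.56 in HOXB13ko against Control (adjusted p = 1.7e-09, 10 of 41 higher). Both held with an estimated correlation (adjusted p = 0.0019 and 0.0017) and under fry. Between HOXB13ko-LV-MEIS1 and HOXB13ko the median was -0.06 (adjusted p = 0.331). Under the other scalings the medians were between -0.46 and -0.41 and between -0.55 and -0.54. VGF was 97.6 ± 8.60 CPM in Control, 11.7 ± 2.04 in LV-MEIS1 and 21.2 ± 1.96 in HOXB13ko (SD, n = 3), and SRRM4, seen before the list was written, was 27.8 ± 1.33, 2.10 ± 0.70 and 10.0 ± 1.37 CPM. Members also moved apart: APLP1 was 58.9 ± 4.99 CPM in Control, 122 ± 9.07 in LV-MEIS1 and 39.6 ± 3.16 in HOXB13ko.

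Both contrasts use the same Control libraries, whose chance values they share. In 200 simulations of unchanged groups against such controls the lowest list median was -0.0614, and 0 were as low in both contrasts. The simulations drew each gene independently, so they argue only against independent chance values of the genes in the Control libraries. A shared shift of the list's genes in the Control cultures was not simulated and stays open. Across all genes the contrasts shared their sign for 63.1% of genes, where the simulations gave 66.7%, so that share is no evidence of a common effect. Higher mRNA of REST, a repressor of neuronal genes, might lower them. In HOXB13ko-LV-MEIS1 the list median against Control was -0.60, with 7 of 41 genes higher. REST was 115 ± 4.47 CPM (SD, n = 3) there and 112 ± 8.76 CPM in Control. That is a log2 difference of 0.05 ± 0.06 (SE, limma eBayes adjusted p = 0.583). In HOXB13ko, REST was higher by 0.16 ± 0.06 (adjusted p = 0.069). Higher REST mRNA is therefore argued against as the cause in the lines labelled HOXB13ko. Gene-level CPM cannot show the activity of REST, which was not tested. In LV-MEIS1, REST was higher by 0.37 ± 0.06 (adjusted p = 3.1e-04), and there its effect cannot be told apart from other differences of that line, which is the only one with that rise. Whether the Control line or both derived lines moved also stays open, since each is a single line or pool and the parental line was not sequenced.

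HOXB13 mRNA was higher in the libraries labelled HOXB13ko. If the labels of Control and HOXB13ko had been swapped, HOXB13ko-LV-MEIS1 would lie near Control, but 220 genes were called between these groups, against 1 between HOXB13ko-LV-MEIS1 and HOXB13ko. A swap of those labels alone is therefore excluded. An exchange of both line pairs at once was not tested. No biological explanation of the higher mRNA level was tested.

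In HOXB13ko-LV-MEIS1 against HOXB13ko, MEIS1 rose 7.46-fold and the SD of all log2 fold changes was 0.18, against 0.47 in LV-MEIS1 against Control and 0.34 in HOXB13ko against Control.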
